# Ethylene positively regulates cold tolerance in grapevine by modulating the expression of ETHYLENE RESPONSE FACTOR 057

**DOI:** 10.1038/srep24066

**Published:** 2016-04-04

**Authors:** Xiaoming Sun, Tingting Zhao, Shuheng Gan, Xiaodie Ren, Linchuan Fang, Sospeter Karanja Karungo, Yi Wang, Liang Chen, Shaohua Li, Haiping Xin

## Abstract

Ethylene (ET) is a gaseous plant hormone that plays essential roles in biotic and abiotic stress responses in plants. However, the role of ET in cold tolerance varies in different species. This study revealed that low temperature promotes the release of ET in grapevine. The treatment of exogenous 1-aminocyclopropane-1-carboxylate increased the cold tolerance of grapevine. By contrast, the application of the ET biosynthesis inhibitor aminoethoxyvinylglycine reduced the cold tolerance of grapevine. This finding suggested that ET positively affected cold stress responses in grapevine. The expression of *VaERF057*, an ET signaling downstream gene, was strongly induced by low temperature. The overexpression of *VaERF057* also enhanced the cold tolerance of *Arabidopsis*. Under cold treatment, malondialdehyde content was lower and superoxide dismutase, peroxidase, and catalase activities were higher in transgenic lines than in wild-type plants. RNA-Seq results showed that 32 stress-related genes, such as *CBF1*-*3*, were upregulated in *VaERF057*-overexpressing transgenic line. Yeast one-hybrid results further demonstrated that *VaERF057* specifically binds to GCC-box and DRE motifs. Thus, *VaERF057* may directly regulate the expression of its target stress-responsive genes by interacting with a GCC-box or a DRE element. Our work confirmed that ET positively regulates cold tolerance in grapevine by modulating the expression of *VaERF057*.

Ethylene (ET) is a gaseous plant hormone that regulates many aspects of the plant life cycle, including seed germination, leaf senescence, fruit ripening, abscission, and biotic and abiotic stress responses^1^,^2^,^3^. ET biosynthesis is mainly regulated by 1-aminocyclopropane-1-carboxylate synthase (ACS) and 1-aminocyclopropane-1-carboxylate oxidase (ACO) at transcriptional or post-translational levels^4^,^5^. In *Arabidopsis*, ET can be captured by a five-member endoplasmic reticulum (ER)-localized receptor family, including ETHYLENE RESPONSE1 and 2 (ETR1 and ETR2), ETHYLENE RESPONSE SENSOR1 and 2 (ERS1 and ERS2), and ETHYLENE INSENSITIVE4 (EIN4). These receptors remove the block of CONSTITUTIVE TRIPLE RESPONSE1 (CTR1) on EIN2^6^,^7^,^8^. EIN2 becomes released and then activates EIN3/EIN3-Like1, which positively regulates the expression of ETHYLENE RESPONSE FACTOR (ERF) transcription factors, such as ERF1^9^,^10^,^11^. These ERF transcription factors participate in developmental and stress-related signal pathways by regulating the expression of downstream genes^12^.

Low temperature is a primary environmental factor that limits plant growth and development, productivity, and geographical distribution^13^. Plants must adjust to various physiological and biochemical processes in response to cold stress^14^. Endogenous ET levels altered under cold stress have been observed in many plant species. However, the role of ET in cold tolerance varies in different plant species, even in *Arabidopsis* grown in different environments. For instance, the cold tolerance of soil-grown *Arabidopsis* seedlings treated with 1-aminocyclopropane-1-carboxylate (ACC) is enhanced^15^ but is reduced *in vitro*; cold tolerance is increased when aminoethoxyvinylglycine (AVG) is applied^14^. ET positively affects the cold tolerance of tomato (*Lycopersicon esculentum*)^16^. By contrast, ET levels are negatively correlated with the cold tolerance of *Medicago truncatula*^17^. ET also negatively influences the cold tolerance of tobacco (*Nicotiana tabacum*), whereas AVG application enhances cold tolerance^18^. Therefore, the role of ET on cold tolerance is possibly species dependent^19^. As such, the function of ET in different species under cold stress should be investigated to elucidate the diverse roles of the ET signal transduction pathway in plants during cold stress.

ERF transcription factors, which are located downstream of the ET signal pathway, belong to the APETALA2/ERF (AP2/ERF) family. This family can be divided into AP2, C-repeat binding factor/dehydration-responsive element binding factor (CBF/DREB), ERF, RAV, and other subfamilies on the basis of their sequence similarities and number of AP2/ERF domains^20^. The ERF subfamily proteins contain single AP2/ERF domain and mainly participate in responses to biotic stresses, such as pathogenesis, by binding to the GCC-box present in the promoter of ET-inducible pathogenesis-related (PR) genes^21^,^22^. *ERF* genes can recognize dehydration-responsive element (DRE) and play an important role in abiotic stress responses^23^. The *ERF* overexpression in *Arabidopsis*, tobacco, and soybean plants positively regulates the expression of several *PR* genes; as a result, the resistances to bacterial, fungal, or viral pathogens of these plants are enhanced^24^,^25^,^26^. *ERF* genes also respond to various abiotic stresses. For instance, overexpression in the sense or antisense orientation of *TERF2/ERF2* can increase or decrease the freezing tolerance of tomato and tobacco, respectively^18^. The overexpression of *GmERF7* enhances the salt tolerance of transgenic tobacco^27^; by contrast, the overexpression of *OsERF3* decreases the drought tolerance of rice^28^. Although many *ERF* genes have been identified in different species, the regulatory pathway of the abiotic stress response of the ERF subfamily remains poorly understood.

Grapevine (*Vitis*) is a widely cultivated fruit crop worldwide. Low temperature is a crucial environmental factor that negatively affects grapevine productivity and quality. To address this problem, researchers widely investigated the genetic mechanisms of cold acclimation in grapevine. Previous studies mainly focused on the CBF pathway in grapevine. The overexpression of *CBF* genes, including *CBF1−4* of grapevines, induces the expression of downstream genes and thus increases the freezing tolerance of transgenic *Arabidopsis* or tobacco plants^29^,^30^,^31^. *CBF* genes belong to the CBF/DREB subfamily of the AP2/ERF family. The AP2/ERF family in grapevine has been subjected to genomic and transcriptomic analyses, and 149 members, including 122 ERF transcription factors, have been identified^32^. Three *ERF* members, namely, *VpERF1, VpERF2*, and *VpERF3* from *V. pseudoreticulata*, are involved in biotic and abiotic stress responses^30^. Xin *et al*.^33^ performed a transcriptomic analysis and identified 16 AP2/ERF transcription factors that respond to low temperature in grapevine. However, the function of ET and its downstream *ERF* genes under low temperature remains unclear.

This study aimed to obtain insights into the function of ET in the cold tolerance of grapevine. A cold-hardy species (*V. amurensis*) and a freezing-sensitive cultivar (*V. vinifera* ‘Muscat Hamburg’) were used to investigate the differences in the ET-related signaling pathway of these two species. ET production under cold treatment was determined in these two grapevine species. The effects of exogenous ET addition and endogenous ET synthesis inhibition on the cold tolerance of grapevine were also evaluated. The function of *VaERF057*, which belongs to the ERF transcription family and is strongly induced by cold stress and exogenous ET, was analyzed in transgenic *Arabidopsis*. RNA-Seq was performed with *VaERF057-*overexpressing *Arabidopsis* transgenic lines to determine the putative downstream genes regulated by *VaERF057*. On the basis of our results, we proposed a comprehensive model of ET-dependent signal transduction in grapevine under cold stress.

## Results

### Low temperature increased ET production in grapevine

The function of ET in cold tolerance varies in different plant species. ET biosynthesis increases or decreases under cold stress depending on the plant species^15^,^16^,^34^,^35^. To investigate ET production under cold stress in grapevine, we first determined ET biosynthesis in *V. amurensis* and ‘Muscat Hamburg’ plantlets that were subjected to low temperature (4 °C). A similar evolution of ET production was observed in both species throughout the treatment with low temperature (Fig. 1a). ET production rapidly increased after initiating the cold stress, reached the maximum at 8 h, and then decreased to the original level at 48 h (Fig. 1a). However, the maximum changes in the two grape species were slightly different (1.7-fold in *V. amurensis* and 2-fold in ‘Muscat Hamburg’). These results indicated that ET biosynthesis in grapevine was remarkably enhanced at the early period of cold stress.

ACC is a direct product of ACS and its content can be used as an indicator of ACS activity. ACC content in the two grape species rapidly increased, reached the maximum at 8 h after initiating the cold stress, and then decreased (Fig. 1b). The greatest change in ACC content was up to 4.3-fold in *V. amurensis* and up to 2.6-fold in ‘Muscat Hamburg’. Similar to the changes in ACC content, ACO activity under cold stress first increased and then decreased (Fig. 1c). Moreover, the fold changes in ACO activity were greater in *V. amurensis* than in ‘Muscat Hamburg’. ACO is an enzyme that catalyzes the last step of the ET biosynthetic pathway by converting ACC into ET. The results of the evolution of both ACC content and ACO activity strongly support the increase in ET production in grapevines during the early stage of cold stress.

### Application of ACC and AVG respectively enhanced and reduced the cold tolerance of grapevine

To establish the relationship between ET production and cold tolerance, we measured the semi-lethal temperature (LT_50_) of grapevine leaves treated with ET precursor (ACC) and ACS inhibitor (AVG). Application of exogenous ACC reduced LT_50_ value from −9.2 °C to −11.3 °C in *V. amurensis* and from −7.3 °C to −10.2 °C in ‘Muscat Hamburg’ (Fig. 2). The application of AVG (100 μM) under cold stress largely inhibited ACC biosynthesis and ACO activity in grapevine (Fig. 1b,c), indicating that AVG can inhibit ET production in grapevine under low temperature. By contrast, application of exogenous AVG increased LT_50_ values to −8.1 °C in *V. amurensis* and −5.7 °C in ‘Muscat Hamburg’ (Fig. 2). Previous results indicated that an increased ET production resulting from exogenous application of ET precursor enhances cold resistance, whereas a reduced cold tolerance was expected from suppression of ET production both in *V. amurensis* and ‘Muscat Hamburg’.

### Isolation and characterization of *VaERF057* and *VvERF057*

The ERF transcription factors found downstream of the ET signal pathway play an important role in response to abiotic stresses, including salt, drought, and cold stresses^18^,^36^. Our previous study revealed that *ERF057* is significantly upregulated under cold stress^33^. We isolated the *VaERF057* and *VvERF057* genes from *V. amurensis* and ‘Muscat Hamburg’, respectively. The putative protein sequences of VaERF057 and VvERF057 showed 97.5% identity with proteins containing the same AP2/ERF domain (Fig. S1). Analysis of the conserved AP2/ERF domain of 59 amino acids showed that the AP2/ERF domain shares over 90% identity with its homologs from different plant species (Fig. 3a). Based on the conventional classification^37^, the AP2/ERF domain is divided into two conserved segments (YRG and RAYD), and the protein formed contains three β-sheets and a single α-helix (Fig. 3a). Phylogenetic analysis further revealed the evolutionary relationship to the ERFs of *Arabidopsis*, suggesting that VaERF057 and VvERF057 belong to Group VII of the ERF family (Fig. 3b). Given that no significant differences exist between VaERF057 and VvERF057, the functional studies described below mainly focused on VaERF057.

### Increased expression levels of *VaERF057* and *VvERF057* were dependent on enhanced ET production under cold stress

The expression patterns of *VaERF057* and *VvERF057* in response to cold, ACC and AVG were analyzed by quantitative real time RT-PCR (qRT-PCR). Transcript levels of *VaERF057* and *VvERF057* rapidly increased after initiating cold stress and peaked at 12 h (6.2-fold) and 48 h (12.8-fold), respectively (Fig. 4a). Expression of *VaERF057* and *VvERF057* also rapidly increased in the plants after ACC application (Fig. 4b). The expression of *VaERF057* increased by 8.2-fold at 2 h and *VvERF057* increased by 15.3-fold at 4 h. The effects of cold stress on the expression of *VaERF057* and *VvERF057* were totally inhibited when the plants were subjected with AVG under cold condition (Fig. 4a,c). These results suggested that the response of *VaERF057* and *VvERF057* possibly relies on the increased ET release during cold stress.

### Overexpression of *VaERF057* enhanced cold tolerance of transgenic *Arabidopsis* by reducing malondialdehyde (MDA) content and by increasing superoxide dismutase (SOD), peroxidase (POD), and catalase (CAT) activities

To further investigate the possible role of *VaERF057* in abiotic stress responses, we generated 10 T3 homozygous transgenic *Arabidopsis* lines, which were confirmed by genomic DNA PCR and qRT-PCR (data not shown). Three representative transgenic lines (OE1, OE2, and OE3) displaying high *VaERF057* expression levels were used in subsequent experiments. *VaERF057-*overexpressing *Arabidopsis* plants displayed significantly improved cold tolerance (Fig. 5a). The average survival rate of the *VaERF057-*overexpressing plants was over 85% after cold stress at −11 °C, whereas that of the wild-type (WT) and empty vector (EV) plants demonstrated only 21.4% and 23.8% survival rate, respectively (Fig. 5b).

To further investigate the physiological changes under cold treatment in the *VaERF057-*overexpressing *Arabidopsis*, we determined the four important physiological indexes, namely, MDA, SOD, POD, and CAT, which reflect plant cold tolerance. No significant differences were observed among transgenic lines and the controls (WT and EV) under normal conditions (Fig. 6). However, under cold stress, MDA content was significantly lower in transgenic plants than in WT and EV plants (Fig. 6a), whereas SOD, POD, and CAT activities were significantly increased in the transgenic plants compared with that in the WT and EV plants (Fig. 6b–d). These results suggested that the tissues of the *VaERF057-*overexpressing plants were less injured as reflected in their low MDA index, and this phenomenon should increase SOD, POD, and CAT activities to improve tolerance of *Arabidopsis* to cold stress.

### Transcriptome analysis of the *VaERF057-*overexpressing *Arabidopsis* revealed altered expression of genes involved in biotic and abiotic stress responses

To determine the possible direct or indirect targets of *VaERF057*, we performed whole transcriptome sequencing (RNA-Seq) of two biological replicates of WT and three transgenic *Arabidopsis* lines mixture (OE1, OE2, and OE3) under normal conditions. 

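The files analysed here hold 4 RNA-Seq samples of whole Arabidopsis plants grown under normal conditions, namely 2 biological replicates of WT and 2 of the VaERF057-overexpressing mixture. The plants were 3 weeks old according to the paper and 4 weeks old according to the sample labels, which also give the transgene another name. Each WT library was pooled from 6 plants, and the transgenic libraries were made from 3 lines. The authors mapped the reads to TAIR10 with TopHat and deposited FPKM, a measure of expression scaled to transcript length and to the number of mapped fragments, for 41621 transcripts of 33559 loci. No read counts are in the files analysed here. The FPKM of the transcripts of a locus were added up to 1 value per gene. Summed over all genes, WT replicate 1 had 935888.1 FPKM and WT replicate 2 had 975512.5 FPKM. The sums were 973165.8 and 944775.5 FPKM in VaERF057-OE replicates 1 and 2. Between 17542 and 17659 genes per sample reached 1 FPKM. Low values of genes with 1 transcript fell on plain steps, from which the relative depth of the samples was read. Compared with WT replicate 1, the depth was 0.911 in WT replicate 2, 0.925 in VaERF057-OE replicate 1 and 0.932 in VaERF057-OE replicate 2. The absolute depth was not estimated. Across the tested genes, the log2(FPKM + 1) values of the WT replicates had a Pearson r of 0.9863 and those of the VaERF057-OE replicates an r of 0.9913, where genes are not independent replicates. The median absolute log2 difference was 0.119 between the WT replicates and 0.0958 between the VaERF057-OE replicates. Differences between genotypes were tested with limma on log2(FPKM + 1) for the 17816 genes with at least 1 FPKM in at least 2 samples. The pseudocount of 1 makes the log2 fold changes of low genes smaller than the ratios of FPKM. With 2 samples against 2, an exact permutation test of a single gene cannot go below p = 0.33, so the p-values given for single genes come from limma, which shares the estimate of the spread across genes.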

A total of 140 significantly differentially expressed genes demonstrating changes of more than 2-fold were found in the transgenic lines compared with the WT plants. 

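At a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 1, limma called 43 of the 17816 tested genes between VaERF057-OE and WT. Without the fold threshold, 79 genes had an adjusted p-value under 0.05. A count that needs no test was made beside it. In 344 genes, the ratio of mean FPKM was beyond 2-fold and the samples of the 2 genotypes did not overlap, among genes with a mean of at least 1 FPKM in one genotype. All 43 genes called by limma were among these 344 genes. With the replicate number taken from the labels as a block, 42 genes were called. Samples with the same number did not deviate together, as the correlation of their deviations across 17816 genes was −0.029 (Pearson) and −0.078 (Spearman). The number of called genes moved most when 1 sample was left out. It rose to 258 genes without WT replicate 2 and fell to 0 genes without VaERF057-OE replicate 2. The WT replicates differed by more than 1 on the log2(FPKM + 1) scale in 202 genes, whereas the VaERF057-OE replicates did so in 108 genes.

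**Figure D1:**
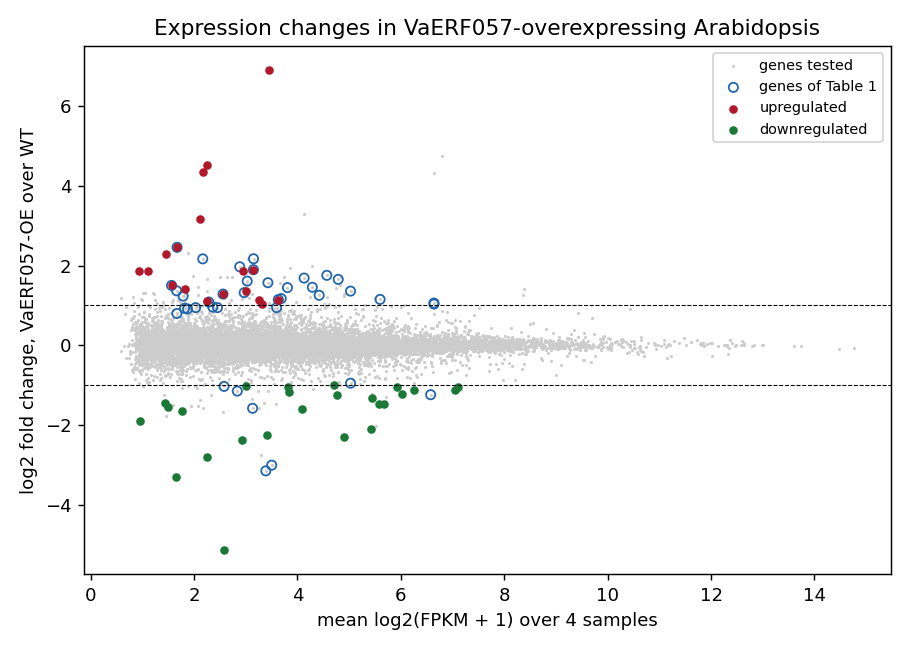
Log2 fold change of each of the 17816 tested genes (VaERF057-OE over WT) against its mean log2(FPKM + 1) over the 4 samples. Red and green points are the 18 upregulated and 25 downregulated genes called by limma, open circles are the 39 genes of Table 1, and dashed lines mark log2 fold changes of 1 and −1; most open circles lie beyond the dashed lines without being called.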

Among these altered genes, 89 were upregulated and 51 were downregulated (Table S2). 

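Of the 43 called genes, 18 were upregulated and 25 were downregulated in VaERF057-OE. With the replicate number as a block, 21 genes were upregulated and 21 were downregulated. In the count without a test, 217 genes were at least 2-fold up and 127 genes at least 2-fold down, with every VaERF057-OE sample beyond every WT sample. Taking the ratio within each replicate number as a block gave 234 and 131 genes. The largest upward changes outside Table 1 were in 3 short small nucleolar RNA loci. One of them, AT3G27865 (92 nt, chromosome 3, 10328510 to 10328601 in TAIR10.1), had no FPKM in either WT sample and 119.3 ± 7.379 FPKM (SD, n = 2) in VaERF057-OE. Its log2 fold change was 6.909 (SE 0.09017, adjusted p = 1.8e-05 from limma). Among protein-coding genes, AT4G39675 (chromosome 4, 18413775 to 18414240) rose from 0.4623 ± 0.3477 to 12.02 ± 2.725 FPKM (SD, n = 2 each), with an adjusted p of 0.0215 from limma. MAF5 (AT5G65080), on chromosome 5 from 25997504 to 26002619, was 11.62 ± 0.8739 FPKM in WT and 0.8203 ± 0.2271 FPKM in VaERF057-OE (SD, n = 2 each). Its log2 fold change of −2.797 had a standard error of 0.1394 and an adjusted p of 0.00656 from limma. The nearby MAF4 (AT5G65070), on chromosome 5 from 25992193 to 25996202, was called as well. It had 3.498 ± 0.6322 FPKM in WT and 0.6535 ± 0.002532 FPKM in VaERF057-OE (SD, n = 2 each). Its adjusted p from limma was 0.0419, and 0.0666 with the replicate number as a block. Adding 1 FPKM to each mean lowered the counts without a test to 96 upregulated and 59 downregulated genes.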

To confirm the RNA-Seq results, we verified the 23 significantly differentially expressed genes, including 16 upregulated and 7 downregulated genes by using qRT-PCR (Fig. S3). All of these verified genes showed similar changes in expression as revealed by RNA-Seq and qRT-PCR, indicating the reliability of the transcription profile analysis.

To gain insight into the functions of these genes, we performed Gene Ontology (GO) term enrichment analysis by using agriGO v1.2 in default parameters^38^. The most significantly enriched biological processes among these significantly differentially expressed genes in transgenic *Arabidopsis* are involved in responding to stimuli (including biotic and abiotic stimuli, cold, heat, water deprivation, hypoxia, wounding, pathogen, and osmotic and oxidative stresses), metabolic processes, biological regulation, and signal transduction (Fig. S2).

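Ratios of mean FPKM were computed for the 39 genes of Table 1 from the 4 samples. The paper chose these genes from those with significant changes of more than 2-fold in the same samples. Their ratios, the separation of their samples and their unadjusted p-values are therefore not independent support for the changes. All 32 genes that the paper lists as upregulated had a ratio above 2, from 2.01 to 16.27, and all 7 genes listed as downregulated were lower by more than 2-fold. In 38 of the 39 genes, the VaERF057-OE samples and the WT samples did not overlap. PR1 (AT2G14610) was the exception, with 19.05 FPKM in WT replicate 1, 2.639 FPKM in WT replicate 2, and 3.896 and 2.572 FPKM in the VaERF057-OE replicates. Before adjustment, 38 of the 39 genes had a p-value under 0.05 from limma. After adjustment over all 17816 tested genes, 5 genes were past the threshold, all of them upregulated, and 7 genes were past it with the replicate number as a block. Adjusted p-values from limma ranged from 0.0278 to 0.612, with a median of 0.115. The WT replicates were often far apart in these genes, since WT replicate 2 was more than 1.5-fold above WT replicate 1 in 20 of the 32 upregulated genes. Leaving out WT replicate 1 reduced the number of genes past 2-fold in the direction of Table 1 from 39 to 25.

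**Figure D2:**
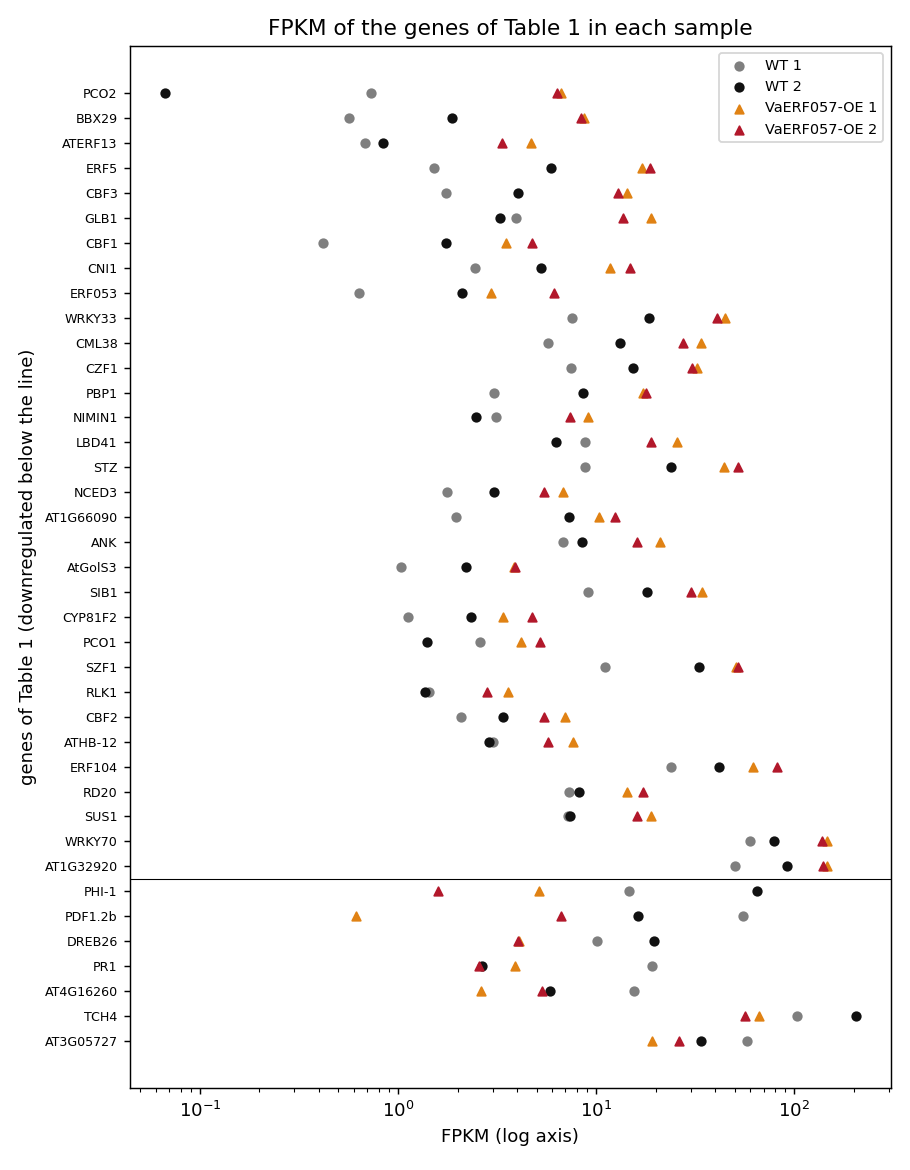
FPKM on a log axis of each of the 39 genes of Table 1 in the 4 samples, with circles for WT and triangles for VaERF057-OE, and the 7 downregulated genes below the line. Triangles lie to the right of both circles in all 32 upregulated genes, and WT 2 lies to the right of WT 1 in 25 of them.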

Among the significantly differentially expressed genes, 39 genes are involved in cold, drought, salt, hypoxia, and pathogen stresses; 32 of these genes were upregulated and 7 were downregulated (Table 1). Many key genes involved in these stress tolerances were identified. 

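The 5 genes of Table 1 past the threshold of the test were GLB1, SUS1, PCO2, NIMIN1 and ATERF13. GLB1 (AT2G16060), on chromosome 2 from 6982531 to 6983777, had 3.939 and 3.265 FPKM in the WT replicates and 18.97 and 13.66 FPKM in the VaERF057-OE replicates. Its ratio of means was 4.529 ± 1.203 (SD, n = 2 each), with an adjusted p of 0.0278 from limma. SUS1 (AT5G20830), on chromosome 5 from 7050217 to 7055398, had the smallest spread, with 7.249 and 7.365 FPKM in WT and 18.88 and 16.04 FPKM in VaERF057-OE. The ratio was 2.39 ± 0.2761 (SD, n = 2 each) with the same adjusted p of 0.0278 from limma. PCO2 (AT5G39890) had the largest ratio, 16.27 ± 19.16 (SD, n = 2 each), and an adjusted p of 0.0314 from limma. This ratio rests on very low WT values of 0.7285 and 0.06665 FPKM. If the WT replicate 2 value stands for 1 fragment, the other samples had 12, 101 and 97 fragments at their relative depth, and the ratio was 97.04 without WT replicate 1 and 8.878 without WT replicate 2. NIMIN1 (AT1G02450) rose from 3.118 and 2.461 FPKM to 9.133 and 7.366 FPKM, with an adjusted p of 0.0443 from limma. ATERF13 (AT2G44840) rose from 0.6795 and 0.8384 FPKM to 4.676 and 3.361 FPKM, with an adjusted p of 0.0489 from limma. With the replicate number as a block, the adjusted p of ATERF13 from limma was 0.0782, so it did not pass. CNI1 (0.0471), LBD41 (0.0204) and ERF104 (0.0464) passed in that fit. Removing the trend from limma's variance model left none of the 39 genes past the threshold.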

For instance, *CBF1, CBF2*, and *CBF3*, which encode a small family of transcriptional activators that play an important role in freezing tolerance and cold acclimation in *Arabidopsis*^39^,^40^, were upregulated by 3.9-, 2.4-, and 4.5-fold, respectively. 

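The 3 genes lie next to each other on the minus strand of chromosome 4 in TAIR10.1, CBF2 (AT4G25470) from 13015250 to 13016235, CBF3 (AT4G25480) from 13018010 to 13019400 and CBF1 (AT4G25490) from 13021780 to 13022996. They are similar paralogs, so the authors' mapping could have split reads between them. CBF1 had 0.417 and 1.738 FPKM in the WT replicates and 3.512 and 4.729 FPKM in the VaERF057-OE replicates. The ratio of means was 3.824 ± 3.41 (SD propagated from n = 2 each). For CBF2, the WT replicates had 2.091 and 3.394 FPKM and the VaERF057-OE replicates 6.951 and 5.457 FPKM, a ratio of 2.263 ± 0.8523. CBF3 rose from 1.753 and 4.038 FPKM to 14.29 and 12.94 FPKM, a ratio of 4.701 ± 2.643. Every VaERF057-OE sample was above every WT sample in the 3 genes. The adjusted p-values from limma were 0.152 for CBF1, 0.121 for CBF2 and 0.0639 for CBF3, so none passed the threshold, and with the replicate number as a block they were 0.0913, 0.174 and 0.0755. WT replicate 2 was above WT replicate 1 in all 3 genes. Without WT replicate 2, the ratios became 9.88, 2.968 and 7.764, and without WT replicate 1 they became 2.371, 1.828 and 3.371.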

*NCED3* (upregulated by 2.7-fold) is a key gene in the ABA biosynthesis pathway and enhances plant tolerance to abiotic stresses by regulating endogenous ABA biosynthesis^41^,^42^. 

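NCED3 (AT3G14440) is a single-exon gene of 2730 nt on chromosome 3 from 4831286 to 4834015. The WT replicates had 1.76 and 3.068 FPKM, and the VaERF057-OE replicates had 6.794 and 5.474 FPKM. The ratio of the means was 2.541 ± 1.048 (SD, n = 2 each), and the samples of the genotypes did not overlap. On the log2(FPKM + 1) scale the change was 1.084 with a standard error of 0.2141, and limma's adjusted p was 0.106. A block for the replicate number gave an adjusted p of 0.148 from limma. The largest move came from leaving out WT replicate 2, which gave a ratio of 3.486. Without WT replicate 1 the ratio was 1.999, just under 2-fold.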

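Table 1 assigns its genes to 5 kinds of stress, and a gene can have several. As its genes were chosen for their change in these same samples, ratios above 2-fold were favoured in advance. Of the 13 upregulated genes assigned to cold, all were above 2-fold with ratios of mean FPKM from 2.044 to 7.016, and 1 was past the threshold of limma. WT replicate 2 was above WT replicate 1 in all 13 of them. The 12 upregulated drought genes had ratios from 2.051 to 5.295, and 2 were past the threshold. Among the 10 upregulated salt genes the ratios ran from 2.051 to 5.295 as well, and 1 gene was past the threshold. The 8 upregulated hypoxia genes had ratios from 2.044 to 16.27, and 4 were past the threshold. In these genes WT replicate 2 was above WT replicate 1 in 3 of 8. The 15 upregulated pathogen genes had ratios from 2.01 to 3.274, with 1 gene past the threshold. None of the 7 downregulated genes was past the threshold, and the smallest of their adjusted p-values from limma was 0.0896. When only protein-coding genes were tested, a choice made after seeing the data, 9 of the 39 genes were past the threshold instead of 5. From the changes of these genes the paper concludes that VaERF057 overexpression regulates many genes of biotic and abiotic stress responses.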

These results showed that *VaERF057* overexpression can regulate expression of many genes involved in biotic and abiotic stress response. The enhanced cold tolerance of the *VaERF057-*overexpressing *Arabidopsis* suggested that *VaERF057* directly or indirectly regulates expression of these stress-responsive genes.

### VaERF057 demonstrated binding activity to GCC-box and DRE motifs

Previous studies have shown that some ERF proteins can bind to GCC-box or DRE motif^24^,^25^,^43^. Especially, *AtERF71/HRE2*, the closest homologue of *VaERF057* in *Arabidopsis*, can bind to both GCC-box and DRE motifs^43^. To determine whether VaERF057 can also bind to GCC-box and DRE motifs, we cloned four tandem copies of GCC-box, DRE, or their mutants into pAbAi vector, which was interacted with the pGADT7 activation domain vector harboring VaERF057 by using Y1H system. Figure 7 shows that VaERF057 can specifically bind to both GCC-box and DRE motifs but failed to bind to all of the mutated GCC-box and DRE motifs. Among the 140 significantly differentially expressed genes, 24 genes contain GCC-box and 54 genes contain at least one DRE core motif upstream of their 1 kb promoter region (Table S2). 

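The sequence upstream of each gene start in TAIR10.1 was searched on both strands for GCCGCC (GCC-box) and for RCCGAC (DRE, where R is A or G). Gene starts in this annotation may differ from those in TAIR10. Of the 43 genes called by limma, 38 are protein-coding genes with a coding sequence in the annotation. In the 1 kb upstream, 3 of the 38 genes (7.89%, 95% Wilson interval 2.72 to 20.8%) had a GCC-box and 14 (36.8%, interval 23.4 to 52.7%) had a DRE. Among the 17250 other tested protein-coding genes, 8.9% had a GCC-box and 23.6% had a DRE. The odds ratio was 0.878 for the GCC-box (95% interval 0.172 to 2.79, Fisher's exact test, p = 1.0) and 1.89 for the DRE (0.904 to 3.81, Fisher's exact test, p = 0.0822). Neither difference was detectable by this test at this number of genes. Against random genes with the same promoter GC content, 8.03 genes with a DRE were expected and 14 were found (permutation p = 0.0187). No prediction had been written for that comparison. In the 281 protein-coding genes past 2-fold in the ratio of means without overlap of samples, 28 (9.96%) had a GCC-box and 78 (27.8%) had a DRE. The odds ratios were 1.14 and 1.25 (Fisher's exact test, p = 0.525 and p = 0.103). Split by direction, a choice made after seeing the data, the 174 genes at 2-fold up had a DRE in 31.0% (odds ratio 1.46, 95% interval 1.04 to 2.04, Fisher's exact test, p = 0.0246, not adjusted for the settings tried) and the 107 genes at 2-fold down in 22.4% (odds ratio 0.936, Fisher's exact test, p = 0.909). The GCC-box odds ratios of these sets were 0.966 and 1.42. The called genes did not show the same order, as a DRE was found in 33.3% of the 15 upregulated genes (odds ratio 1.62, Fisher's exact test, p = 0.367) and in 39.1% of the 23 downregulated genes (odds ratio 2.08, Fisher's exact test, p = 0.0873). Measuring 1 kb from the start codon in place of the gene start raised the DRE odds ratio to 2.18 (Fisher's exact test, p = 0.0227).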

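Of the 39 genes of Table 1, 5 had a GCC-box and 12 had a DRE in the 1 kb upstream of the gene start, 1 had both and 23 had neither. All 12 genes with a DRE are upregulated, while 2 of the 5 genes with a GCC-box are. STZ (AT1G27730) had both motifs. Its GCC-box lies on chromosome 1 from 9649400 to 9649405, starting 82 bp upstream of the gene, in the context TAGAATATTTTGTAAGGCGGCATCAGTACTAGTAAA, which shows the motif as its reverse complement. The DRE of STZ lies from 9649353 to 9649358, starting 35 bp upstream, in the context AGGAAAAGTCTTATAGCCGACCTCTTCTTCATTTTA. WRKY33 (AT2G38470) had a GCC-box on chromosome 2 from 16108106 to 16108111, starting 129 bp upstream, in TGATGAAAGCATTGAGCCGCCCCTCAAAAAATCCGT. In NCED3 (AT3G14440), a DRE starts 838 bp upstream, on chromosome 3 from 4834848 to 4834853, in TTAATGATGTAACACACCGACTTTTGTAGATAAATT. The promoters of CBF1, CBF2 and CBF3 had neither motif. Contexts are written in the direction of the gene. For the 39 genes, the odds ratio against the other tested protein-coding genes was 1.51 for the GCC-box and 1.44 for the DRE (Fisher's exact test, p = 0.391 and p = 0.344). From binding in yeast and from the motifs in the promoters, the paper proposes that VaERF057 may act through these elements.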

These results suggested that VaERF057 regulates the expression of target genes by binding to GCC-box and DRE motifs in their promoter regions.

## Discussion

This study explored the function of ET and the roles of its downstream gene *VaERF057* in grapevine during cold stress. Our results demonstrated that cold stress enhanced the production of ET and the expression of ET signal pathway downstream genes, such as *VaERF057* and *VvERF057*, in grapevine. Enhanced ET synthesis is essential in cold tolerance both in cold-hardy (*V. amurensis*) or cold-sensitive (*V. vinifera* ‘Muscat Hamburg’) grapevine.

Our findings are consistent with previous results^15^,^16^,^18^,^35^ wherein an increase of ET level positively regulates the cold tolerance of grapevine. In addition, ET biosynthesis is required for the accumulation of antifreeze proteins in winter rye (*Secale cereale*) during cold acclimation^44^. ET has also been proposed to protect mitochondrial activity in *Arabidopsis* under cold stress^45^. However, an opposite conclusion was reached in other studies on several plant species, including *Arabidopsis*^14^, *M. truncatula*^17^, winter wheat (*Triticum aestivum*)^34^, and dwarf bean (*Phaseolus vulgaris*)^46^. Especially in Arabidopsis, Catala *et al*.^15^ reported that ET production increases under cold treatment and that ET positively regulates cold tolerance, whereas Shi *et al*.^14^ obtained the opposite results. These different results can be largely caused by the different growth conditions employed in these studies. Catala *et al*.^15^ used soil-grown plants, whereas Shi *et al*.^14^ used seedlings grown on Murashige and Skoog (MS) medium in Petri dishes, implying a growth condition of high relative humidity. Indeed, ET production is inhibited in response to cold stress under high relative humidity^47^,^48^. In our research, the grapevine plantlets were grown on half-strength MS medium in a conical flask covered with a sealing film that allows good aeration. The relative humidity in our study was higher than the relative humidity the soil-grown plants were exposed to but lower than that to which the plants grown on MS medium in Petri dishes were exposed. Therefore, a critical value of relative humidity possibly inhibits ET production under cold stress. The function of ET in cold stress in different species exposed to different conditions still requires further investigation.

ERF transcription factors, which are located downstream of the ET signal pathway, were reported to respond to various biotic and abiotic stresses in several species. In *Arabidopsis, AtERF1−5* genes were differentially regulated by ET and by abiotic stresses, such as cold, drought, wounding, high salinity, or pathogen. *AtERF1, AtERF2*, and *AtERF5* function as activators, whereas *AtERF3* and *AtERF4* act as repressors by downregulating not only the basal transcription levels of a reporter gene but also the transactivation activity of other transcription factors^49^,^50^. Many other *ERFs* were identified as stress-responsive through detection of their expression under various stress conditions, although functional studies on *ERF* genes remain limited. Transcript analysis in ‘Cabernet Sauvignon’ grapevines revealed 13 ET–responsive transcripts upregulated and 7 downregulated after cold treatment, whereas *ERF057* wasn’t included^51^. This study isolated the Group VII ERF genes (*VaERF057* and *VvERF057*) from grapevine, and these genes can be induced by cold stress and exogenous ET. AVG can also totally inhibit the inductive effect of cold stress on the expression of these genes. Low temperature promoted the release of ET, and the ET increased the expression of *VaERF057 and VvERF057*. Therefore, the enhanced expression of *VaERF057* under cold stress was possibly directly induced by ET, the release of which was promoted by low temperature (Fig. 8).

As transcription factors, the AP2/ERFs play important roles in stress response by regulating the expression of downstream stress-related genes. For instance, overexpression of *CBF* genes in plants enhances cold tolerance by regulating the expression of cold-responsive genes^52^,^53^,^54^. *TERF2/ERF2* overexpression can also increase cold tolerance in rice, tomato, and tobacco by activating expression of cold-related genes^18^,^55^. In the present study, *VaERF057* overexpression enhanced cold tolerance in transgenic *Arabidopsis*. These physiological adjustments confer cold tolerance to the transgenic *Arabidopsis*. Moreover, RNA-Seq analysis showed that *VaERF057* overexpression in *Arabidopsis* regulated the expression of the cold-induced regulatory genes, including *AtCBF1−3, WRKY33, WRKY70, NCED3*, and *ERF5* under normal condition. 

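For CBF1 to CBF3 and NCED3, the ratios of mean FPKM in VaERF057-OE and WT plants were 3.824, 2.263, 4.701 and 2.541. WRKY33 (AT2G38470), on chromosome 2 from 16108235 to 16110766, had 7.538 and 18.5 FPKM in the WT replicates and 44.74 and 40.54 FPKM in the VaERF057-OE replicates. This is a ratio of 3.274 ± 1.963 (SD, n = 2 each), with an adjusted p of 0.115 from limma. WRKY70 (AT3G56400), on chromosome 3 from 20908711 to 20910623, had 59.43 and 79.28 FPKM in WT and 146.2 and 137.4 FPKM in VaERF057-OE, a ratio of 2.044 ± 0.4233. Its adjusted p from limma was 0.0577. ERF5 (AT5G47230), on chromosome 5 from 19179881 to 19181182, rose from 1.524 and 5.924 FPKM to 17.01 and 18.71 FPKM. Its ratio was 4.796 ± 4.02, with an adjusted p of 0.112 from limma. All 3 genes were higher in every VaERF057-OE sample than in every WT sample, and none passed the threshold after adjustment. The ratio of ERF5 depended most on 1 sample, as it was 11.72 without WT replicate 2 and 3.014 without WT replicate 1. From these changes under normal conditions, the paper concludes that VaERF057 overexpression regulates cold-induced regulatory genes.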

An increasing number of evidence indicates that ERF transcription factors play critical regulatory roles in response to stress by interacting with GCC-box or DRE motif to activate expression of targeted stress-responsive genes^24^,^56^,^57^. *AtERF71/HRE2* is the closest homologue of *VaERF057* in *Arabidopsis*. 

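In TAIR10.1, AtERF71/HRE2 (AT2G47520) lies on the minus strand of chromosome 2 from 19502776 to 19503702 and has 2 exons with a total length of 843 nt. It was barely expressed in whole plants under normal conditions, with 0.251 and 0.1374 FPKM in the WT replicates and 0.5411 and 0.4016 FPKM in the VaERF057-OE replicates. At the relative depth of the samples these values stand in steps of 2.01, 1, 4 and 2.99, so a difference between the genotypes was not detectable at this depth. The gene was under the filter of the test. AtERF73/HRE1 (AT1G72360), on chromosome 1 from 27241696 to 27242968, had 1.338 ± 0.0876 FPKM in WT and 1.313 ± 0.22 FPKM in VaERF057-OE (SD, n = 2 each), with an adjusted p of 0.981 from limma.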

Binding of *AtERF71/HRE2* to GCC-box and DRE motifs was detected by electrophoretic mobility shift assay (EMSA), fluorescence measurement and surface plasmon resonance spectroscopy (BIAcore) experiments^43^. In this study, we provided evidence that *VaERF057* can bind to both GCC-box and DRE motifs by Y1H system. Our results indicate that *VaERF057* in *Arabidopsis* possibly directly upregulates expression of its targeted genes by interacting with these *cis*-elements. The accumulated expression of *VaERF057* and *VvERF057* was also found in other stress conditions, such as drought and high salinity (data not shown). Further studies should be conducted to overexpress or to knock down *VaERF057* and *VvERF057* in grapevine and thus elucidate their functions in stress response.

In summary, low temperature can promote the release of ET and endogenous ET can enhance the cold tolerance of grapevine. We isolated a group VII stress-responsive *ERF* gene (*VaERF057*), which is located downstream of the ET signal pathway and is implicated as a positive regulator of cold tolerance. *VaERF057* overexpression enhanced the cold tolerance of *Arabidopsis*. This finding indicated that *VaERF057*, when induced by ET, may function as a key regulator that improves the cold tolerance of grapevine. *VaERF057* may directly upregulate the expression of its target stress-responsive genes by interacting with GCC-box or DRE/CRT element in grapevine. On the basis of our results, we proposed a comprehensive model of ET-dependent signal transduction in grapevine under cold stress (Fig. 8). Further studies should be performed to determine other components related to *VaERF057* and to gain a clear-cut silhouette of the major hub in the network.

## Methods

### Plant materials and treatments

Micropropagated *V. amurensis* and *V. vinifera* ‘Muscat Hamburg’ plantlets were grown on half-strength Murashige and Skoog (1/2 MS, pH 5.8) solid medium containing 30 g L^−1^ of sucrose and 0.7% agar in conical flasks (120 mL) in a growth chamber at 26 °C (Fig. S3). The average photosynthetic photon flux was 100 μmol m^−2^ s^−1^ with a 16 h light and 8 h dark cycle. Six-week-old plantlets were subjected to cold stress or supplied with plant growth regulators. For cold treatment, whole plants in conical flasks were placed in an illuminated incubation chamber at 4 °C. For treatments with plant growth regulators, plantlet leaves were sprayed with 100 μ μM 1-aminocyclopropane-1-carboxylate (ACC, an ethylene (ET) precursor) or 100 μM aminoethoxyvinylglycine (AVG, an ACC synthase inhibitor), whereas distilled water was used as control. The shoot apex with one well developed leaf was harvested at appropriate times. To reduce the differences between individuals, we collected the samples from three independent replicate plantlets at a single time point, with three biological replicates per treatment. After the collection, all samples were immediately frozen in liquid nitrogen and then stored at −70 °C.

Seeds of *Arabidopsis thaliana* (ecotype Columbia-0, Col-0) were surface-sterilized with 6% sodium hypochlorite for 5 min followed by three washes with sterile water and then plated on 1/2 MS solid medium containing 0.7% agar. One-week-old seedlings were transferred from plates into pots filled with peat moss in a greenhouse under controlled environmental conditions, at 22 °C, under 50–60% relative humidity, and under 130 μmol photons m^−2^ s^−1^ with a 16 h/8 h light/dark cycle.

### Determination of ET production

Six-week-old plants grown in conical flasks (120 ml) under standard conditions (26 °C) or exposed to low temperature (4 °C) were maintained open for 1 h. The conical flasks were subsequently sealed with rubber stoppers to collect ET produced within 1 hour at 0, 2, 4, 8, 24, and 48 h. Gas (1 ml) was withdrawn from each conical flask using a gas-tight syringe and left for 5 min to equilibrate. The gas samples were subsequently injected into a gas chromatograph (Agilent 7890A) equipped with an HP-5 column and a flame ionization detector. The detector and injector were operated at 180 °C and 120 °C, respectively, whereas the oven temperature was set at 110 °C. The carrier gas was nitrogen at a flow rate of 40 ml min^−1^. ET production (μl g^−1^ FW h^−1^) was determined by comparison with an ET standard. All measurements were obtained in triplicate from three independent samples.

### Determination of ACC content

Determination of ACC content was performed according to the method described by Zhao *et al*.^17^ with some minor modifications. In brief, the tissues were ground with a mortar and pestle in 2 ml of 80% ethanol until homogenized. After centrifugation at 12,857 × *g* for 10 min, the supernatant liquid was dried using a centrifugal dryer. The residue was dissolved in 1 ml of deionized water, and 0.3 ml of sample to be assayed was added in a 7 ml vial in an ice bath. Subsequently, 100 μl of HgCl_2_ (10 mM) was added and then the vial was sealed with a rubber serum cap. Afterwards, 100 μl of cold mixtures of 5% NaOCl and saturated NaOH (2:1, v/v) was injected into the vial and the mixture was kept on ice for 30 min. After shaking vigorously, ET production was determined as described above. The efficiency of conversion of ACC into ET was calculated by adding authentic ACC (1 mM) as an internal standard. ACC content was calculated from the quantity of ET liberated and from the conversion efficiency.

### Determination of ACO activity

ACO activity was detected according to the method described by Zhao *et al*.^17^ with some minor modifications. Briefly, the tissues were ground with a mortar and pestle in extraction buffer containing 100 mM Tris (pH 7.2), 30 mM sodium ascorbate, 10% (w/v) glycerol, and 5% (w/v) polyvinylpolypyrrolidone (PVPP). After centrifugation at 18,514 *g* for 30 min at 4 °C, the supernatant liquid was used for enzyme activity analysis. Crude extract (200 μl) was then mixed with 1.7 ml of extraction buffer (without PVPP), 100 μl of FeSO_4_ (1 M), and 100 μl of ACC (20 mM) in a 7-ml capped vial. After incubation at 30 °C for 1 h, ET production was determined as described above.

### Electrolyte leakage assay

Electrolyte leakage was measured to verify the effect of exogenous ACC and AVG treatment on cold tolerance of grapevine. After treatment with ACC (100 μM) and AVG (100 μM) for 8 h, leaf discs were obtained from *V. amurensis* and ‘Muscat Hamburg’ plantlets. The 10 ml tubes containing five leaf discs were placed in a low-temperature illuminated incubation chamber at 0 °C for an hour. The temperature was subsequently reduced at 2 °C h^−1^. The tubes were then removed at −6 °C, −8 °C, −10 °C, and −12 °C for *V. amurensis* and at −4 °C, −6 °C, −8 °C, and −10 °C for ‘Muscat Hamburg’. The leaf discs were thawed overnight at 4 °C in the dark, and 3 ml of deionized water was added into each tube. After shaking at 200 rpm for 2 h at 25 °C, the electrical conductivity of the samples was first measured. The samples were then autoclaved at 121 °C for 20 min, and the final conductivity was measured. Relative electric conductivity is the ratio of initial conductivity before autoclaving to the final conductivity after autoclaving. The semi-lethal temperature (LT_50_) was calculated by logistic equation. Each point was repeated for five times.

### Cloning and sequence analyses of *VaERF057* and *VvERF057*

To clone the *ERF057* gene (*GSVIVT01028050001*) of *V. amurensis* and ‘Muscat Hamburg’, we designed a pair of primers (ERF057-ORF-F/ERF057-ORF-R) based on the sequence of *V. vinifera* ‘Pinot Noir’ (PN40024) genomes (Table S1). The open reading frame (ORF) sequences of *VaERF057* and *VvERF057* were amplified by polymerase chain reaction (PCR). An analysis of the VaERF057 and VvERF057 protein structures was performed using Smart (http://smart.embl-heidelberg.de/). Sequence alignments of the AP2/ERF domain with the other ERFs from different plant species was done by DNAMAN 7.0. Phylogenetic analysis was performed using MEGA6.0 software by using the neighbor-joining method, and the internal branch support was estimated using 1000 bootstrap replicates.

### Gene expression analysis by quantitative real time RT-PCR (qRT-PCR)

Total RNA was extracted from the collected samples by using Column Plant RNAOUT 2.0 Kit (Tiandz, Beijing, China) according to the manufacturer’s instructions. RNase-free DNase I (Promega, USA) was used to degrade any DNA present in the extracted RNA. cDNA was synthesized using SuperScript III Reverse Transcriptase (Invitrogen, USA) with Oligo-dT according to the manufacturer’s instructions. qRT-PCR was performed in an ABI SteopOneplus^TM^ Real-Time PCR System (Applied Biosystems, USA) using FastStart Universal SYBR Green Master (Roche, Shanghai, China). Each reaction was replicated three times for each biological sample, using a total of three biological replicates. The relative expression and standard errors were calculated using Biogazelle qbasePLUS as described in our previous study^58^.

### Generation of overexpression transgenic *Arabidopsis*

The full-length ORF of *VaERF057* containing the restriction sites of Kpn I and Xba I was ligated into pCAMBIA 1301s driven by the CaMV 35S promoter and transformed into *Arabidopsis* using the floral dip method. The positively transformed plants were selected by screening successive generations on hygromycin B (50 mg L^−1^) and confirmed by genomic DNA PCR and qRT-PCR. Three T3 homozygous transgenic lines were selected for further analyses.

### Stress treatments of transgenic *Arabidopsis*

Three-week-old WT and transgenic *Arabidopsis* were subjected under cold tolerance assays. To evaluate cold tolerance, we placed the plants in a growth chamber set at −1 °C for 8 h in the dark. The chamber was then cooled at a rate of 1 °C h^−1^ until −11 °C was reached. After exposure to −11 °C for 3 h, the plants were thawed at 4 °C for 12 h in the dark and then transferred into standard condition. The survival rate was scored 3 days later. Each sample contained 14 seedlings, and each experiment was performed in three biological replicates.

### Physiological analysis of the cold stress response of the *Arabidopsis* plants

For physiological analysis, 3-week-old seedlings of WT and transgenic *Arabidopsis* plants were treated at 4 °C (cold stress) for 4 days, and the plants grown under normal condition served as control. Superoxide dismutase (SOD), peroxidase (POD), and catalase (CAT) activities, along with malondialdehyde (MDA) contents, were measured according to the protocol described by Shin *et al*.^59^. Each sample was pooled from three seedlings, and each experiment was performed in three biological replicates.

### RNA-Seq analysis

RNA-Seq analysis was performed using 3-week-old WT and transgenic *Arabidopsis* mixture under normal condition. Total RNA was extracted using Column Plant RNAOUT 2.0 Kit (Tiandz, Beijing, China) as described above, and mRNA sequencing libraries were constructed using the TruSeq RNA Sample Preparation Kit (Illumina, USA). Sequencing was performed on an Illumina HiSeq3000 platform. Materials of the libraries were pooled from six WT plants and three transgenic *Arabidopsis* lines (OE1, OE2, and OE3). The RNA-Seq experiments were performed in two biological replicates. The total reads were mapped to the TAIR10 *Arabidopsis* genome reference by using the TopHat software^60^. The number of sequencing reads generated from each sample was converted into fragments per kilobase of transcript per million fragments mapped. Significantly differentially expressed transcripts between WT and transgenic lines were detected from two biological replicates by using Cuffdiff with default Benjamini–Hochberg correction for multiple-testing, based on a False Discovery Rate (FDR) <0.05. Functional annotations of genes and AGI symbols were retrieved from TAIR10 datasets. RNA-Seq data were submitted to NCBI and can be accessed under the GEO accession number GSE75456.

### Yeast one-hybrid assay

Yeast one-hybrid assay was performed using the Matchmaker Gold Yeast One-Hybrid Library Screening System (Clontech) to examine the ability of *VaERF057* to bind with GCC-box and DRE motifs. The ORF of *VaERF057* was fused in-frame with the GAL4 activation domain (AD) in a pGADT7-AD vector to generate the prey plasmid (pGAD-VaERF057). A synthesized DNA fragment harboring four tandem copies of the GCC-box, DRE or their mutants, and mGCC or mDRE was cloned into the pAbAi vector to construct the baits. The *BstBI*-cut bait vectors were transformed into the Y1HGold yeast strain. After selecting the transformants on SD/−Ura plates and determining the minimal inhibitory concentration of Aureobasidin A (AbA) for the bait strains, we introduced pGAD-VaERF057 into the Y1HGold strain. Positively co-transformed yeast cells were determined by spotting serial dilutions (1:1, 1:10, and 1:100) of yeast on SD/−Leu medium supplemented with 400 ng ml^−1^ AbA and cultured at 30 °C for 3 days. Positive (pGAD-p53 + p53-AbAi) and negative (pGADT7-AD + p53-AbAi) controls were processed in the same manner.

### Statistical analysis

The reported experimental data represent at least three independent biological repeats. Where appropriate, results are reported as mean values ± standard errors. Mean comparisons were calculated by Student’s t-test, and *P*-values and data sizes were indicated in the figure legends.

## Additional Information

**How to cite this article**: Sun, X. *et al*. Ethylene positively regulates cold tolerance in grapevine by modulating the expression of ETHYLENE RESPONSE FACTOR 057. *Sci. Rep.* **6**, 24066; doi: 10.1038/srep24066 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
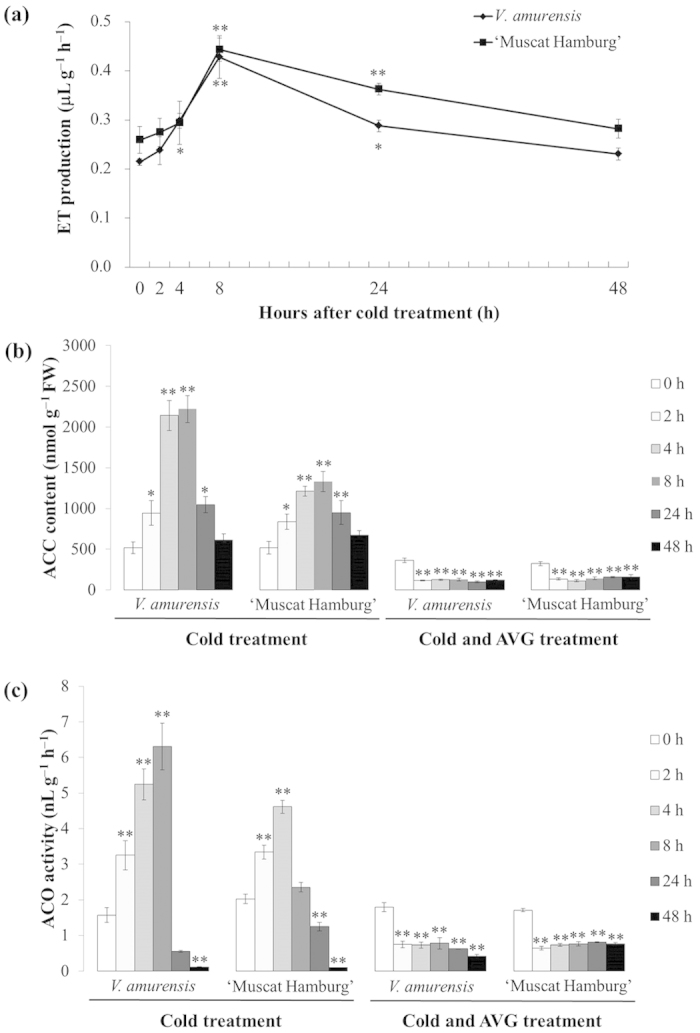
Changes in (**a**) ET production, (**b**) ACC content, and (**c**) ACO activity in *V. amurensis* and ‘Muscat Hamburg’ under cold stress. Determination was performed at 0, 2, 4, 8, 24, and 48 h under cold stress at 4 °C. For AVG treatment, the plantlets were treated with 100 μM AVG under cold stress, and distilled water was used as control. Data are the mean values ± SE of three biological replicates. **and *indicate significant differences compared with the point of 0 h at *P *< 0.01 and *P *< 0.05 (Student’s t-test), respectively.

**Figure 2:**
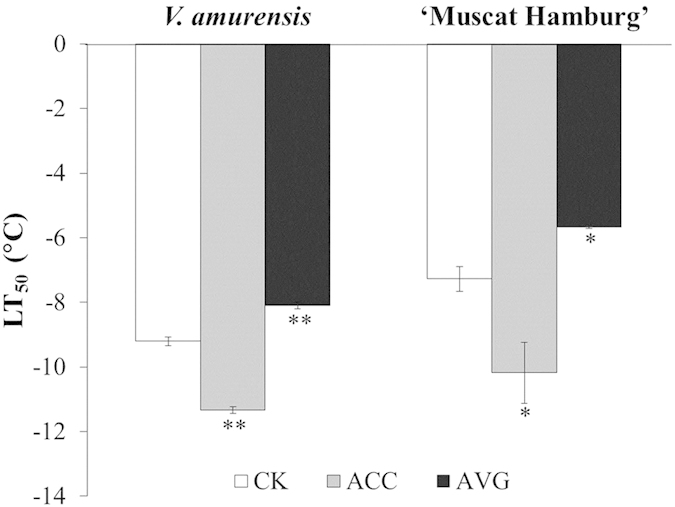
Effects of exogenous application of ACC and AVG on the cold tolerance of *V. amurensis* and ‘Muscat Hamburg’. Plantlets of *V. amurensis* and ‘Muscat Hamburg’ were treated with 100 μM ACC or 100 μM AVG, and distilled water was used as control (CK). LT_50_ values were calculated after the plants were treated with ACC and AVG for 8 h. Data are the mean values ± SE of three biological replicates. **and *indicate significant differences compared with the CK at *P *< 0.01 and *P *< 0.05 (Student’s t-test), respectively.

**Figure 3:**
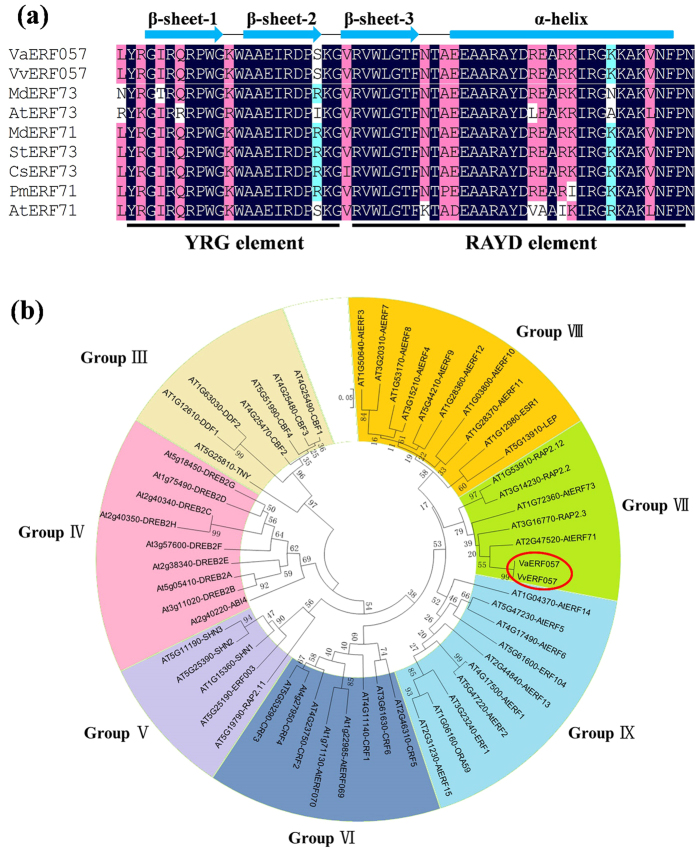
Sequence alignment and phylogenetic analysis of VaERF057 and VvERF057 homologues from different plants. (**a**) Analysis of the conserved AP2/ERF domain of ERF057 homologues from different plants. Three β-sheets and one α-helix of the AP2/ERF domain are marked above their corresponding sequences. The YRG and RAYD elements are indicated below the consensus sequence. The GenBank accession numbers are as follows: *Malus domestica MdERF73* (XP_008369034), *MdERF71* (XP_008386662), *Arabidopsis thaliana AtERF73* (AT1G72360), *ATERF71* (AT2G47520), *Solanum tuberosum StERF73* (XP_006359865), *Cucumis sativus CsERF73* (XP_004152238), and *Prunus mume PmERF71* (XP_008235129). (**b**) Phylogenetic tree of VaERF057 and VvERF057 with ERFs from *Arabidopsis*. The *Arabidopsis* ERF sequences were downloaded from TAIR. The protein sequences were aligned using Clustal W2, and phylogenetic tree was generated by MEGA6.0 software using the neighbor-joining method.

**Figure 4:**
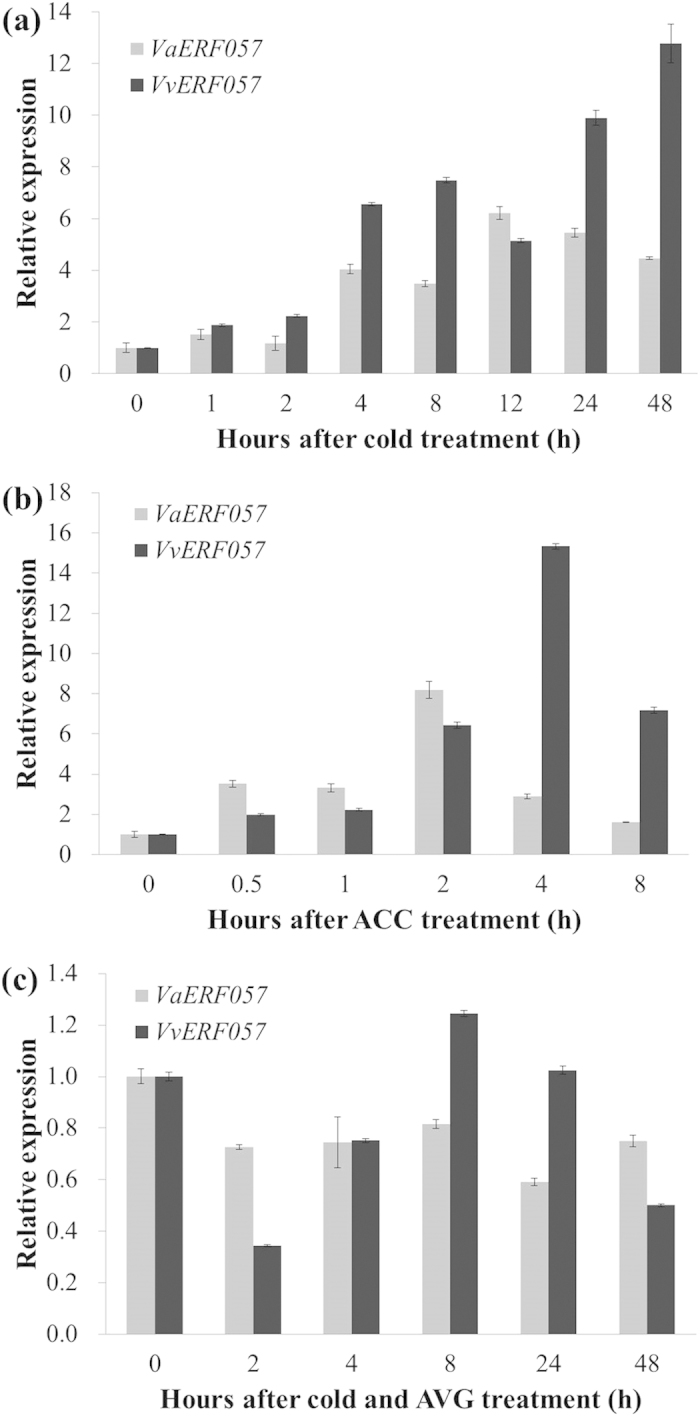
Expression analyses of *VaERF057* and *VvERF057* under (**a**) cold, (**b**) ACC, and (**c**) cold + AVG treatment. *Malate dehydrogenase* gene (*MDH*, GenBank accession number: EC921711) and *β-actin* (GenBank accession number: EC969944) were used as internal controls. Each reaction was replicated three times for each biological sample, using a total of three biological replicates. The expression level of *VaERF057* and *VvERF057* was normalized to that of the internal controls. For each treatment, gene expression at 0 h was set at 1.0 and the expression levels in other time points were calculated accordingly. The relative expression and standard errors for each sample were calculated using Biogazelle qbasePLUS. Error bars represent the standard deviations of nine PCR replicates of three biological replicates.

**Figure 5:**
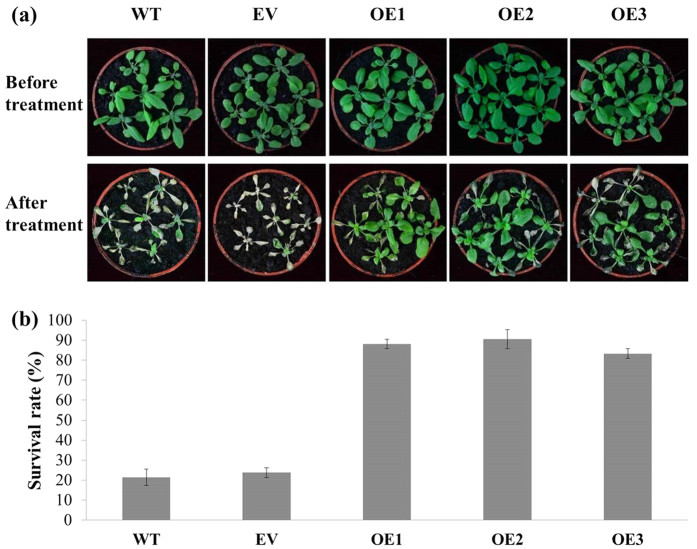
*VaERF057* overexpression conferred enhanced cold tolerance in *Arabidopsis*. (**a**) Phenotypes of the overexpression lines (OE1, OE2, and OE3) and controls [wild type (WT) and empty vector (EV)] after cold treatment. (**b**) Survival rate of *Arabidopsis* after cold treatment.

**Figure 6:**
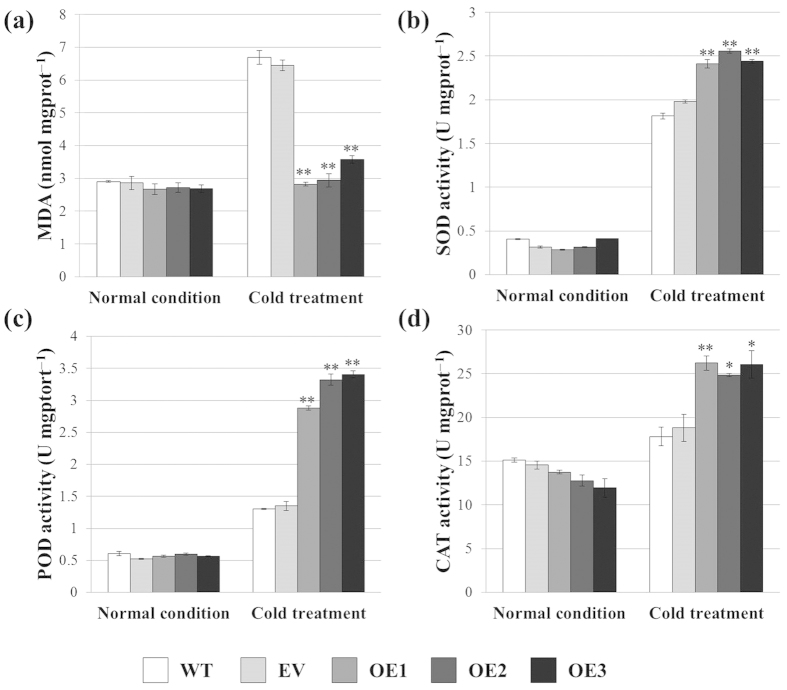
Comparison of the (**a**) MDA content, (**b**) SOD, (**c**) POD, and (d) CAT activities of the overexpression lines (OE1, OE2, and OE3) and controls [wild type (WT) and empty vector (EV)] exposed to cold stress. Data are mean values ± SE of three biological replicates. **and *indicate significant differences compared with the WT at *P* < 0.01 and *P* < 0.05 (Student’s t-test), respectively.

**Figure 7:**
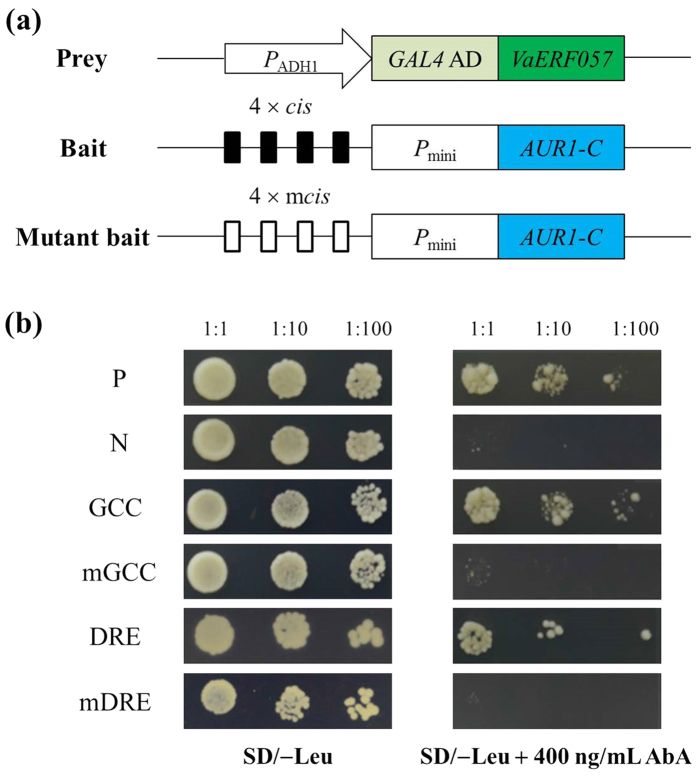
Analyses of the binding activity of VaERF057 to GCC-box and DRE motifs. (**a**) Diagram of prey and bait vectors. VaERF057 protein was fused with the GAL4 AD in a pGADT7-AD vector to generate the prey (pGAD-VaERF057). Four tandem copies of the GCC-box, DRE, or their corresponding mutants were cloned into the pAbAi vector and used as baits. (**b**) Positively co-transformed yeast cells were determined by spotting serial dilutions (1:1, 1:10, and 1:100) of yeast on SD/−Leu medium supplemented with 400 ng ml^−1^ AbA. P: positive control (pGAD-p53 + p53-AbAi); N: negative control (pGADT7-AD + p53-AbAi).

**Figure 8:**
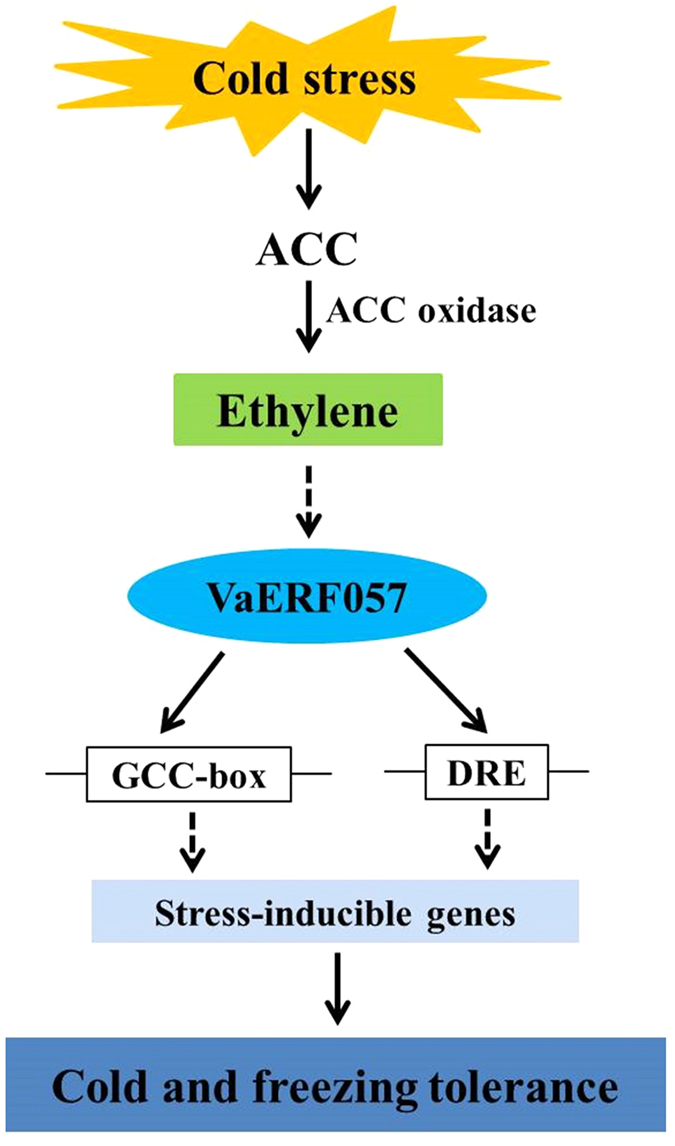
Model of ET-dependent signal transduction through *VaERF057* under cold stress in grapevine. The model indicates that the cold stress-induced increase in ET level activates the ET signaling pathway and upregulates *VaERF057* expression, resulting in transcriptional activation of stress-inducible genes and in enhanced cold tolerance of grapevine.

**Table 1:** Significant differentially expressed genes involved in cold, drought, salt, hypoxia, and pathogen stresses in transgenic *Arabidopsis*.

AGI locus	Symbol	Fold change	FDR	Response to abiotic or biotic stress*				
				Cold	Drought	Salt	Hypoxia	Pathogen
Upregulated genes								
AT5G39890	PCO2	8.05	0.0056				YES	
AT5G54470	BBX29	5.62	0.0056	YES				
AT2G44840	ATERF13	4.81	0.0360		YES	YES		
AT5G47230	ERF5	4.52	0.0056	YES				
AT4G25480	CBF3	4.47	0.0056	YES	YES	YES		
AT2G16060	GLB1	4.36	0.0056				YES	
AT4G25490	CBF1	3.87	0.0273	YES	YES			
AT5G27420	CNI1	3.57	0.0056		YES	YES		
AT2G20880	ERF053	3.46	0.0056		YES	YES		
AT2G38470	WRKY33	3.42	0.0056	YES	YES	YES		YES
AT1G76650	CML38	3.35	0.0056					YES
AT2G40140	CZF1	3.21	0.0056	YES				YES
AT5G54490	PBP1	3.18	0.0056		YES	YES		
AT1G02450	NIMIN1	3.13	0.0498				YES	YES
AT3G02550	LBD41	3.13	0.0056				YES	
AT1G27730	STZ	3.12	0.0056	YES	YES	YES		
AT3G14440	NCED3	2.69	0.0056	YES	YES	YES		
AT1G66090	–	2.62	0.0056					YES
AT5G54610	ANK	2.56	0.0056					YES
AT1G09350	AtGolS3	2.51	0.0391	YES				
AT3G56710	SIB1	2.49	0.0056					YES
AT5G57220	CYP81F2	2.46	0.0102				YES	YES
AT5G15120	PCO1	2.45	0.0441				YES	
AT3G55980	SZF1	2.42	0.0056					YES
AT5G60900	RLK1	2.37	0.0056					YES
AT4G25470	CBF2	2.36	0.0418	YES				
AT3G61890	ATHB-12	2.35	0.0214		YES	YES		YES
AT5G61600	ERF104	2.27	0.0056					YES
AT2G33380	RD20	2.16	0.0056	YES	YES	YES		YES
AT5G20830	SUS1	2.08	0.0056	YES	YES		YES	
AT3G56400	WRKY70	2.06	0.0056	YES			YES	YES
AT1G32920	–	2.01	0.0056					YES
Downregulated genes								
AT1G35140	PHI-1	−7.12	0.0056				YES	
AT2G26020	PDF1.2b	−6.61	0.0214					YES
AT1G21910	DREB26	−3.74	0.0056	YES				
AT2G14610	PR1	−3.49	0.0056		YES			YES
AT4G16260	–	−2.84	0.0056			YES		YES
AT5G57560	TCH4	−2.66	0.0056	YES				
AT3G05727	–	−2.03	0.0056					YES

^*^The annotation of all genes was retrieved from TAIR 10.

How the deposited data were processed for this re-analysis (not part of the article)

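RNA-Seq was performed by the authors on whole Arabidopsis plants grown at 22 °C with 16 h of light, with 2 biological replicates of WT and 2 of a mixture of 3 VaERF057-overexpressing lines. Libraries were made with the TruSeq RNA kit and sequenced on an Illumina HiSeq3000. The authors mapped the reads to TAIR10 with TopHat, converted them to FPKM, and called differentially expressed transcripts with Cuffdiff. The paper gives no version of these tools. The deposited files hold FPKM for 41621 transcripts of 33559 loci in each of 4 samples, which is the unit that all values here start from. Neither read counts nor the Cuffdiff output are in the files analysed here, so Cuffdiff was not rerun.

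FPKM values under 1e-12 were set to 0, and the FPKM of all transcripts of a locus were added up to 1 value per gene. This was decided when the files turned out to be per transcript, and 5880 loci had more than 1 transcript. Gene positions, exon lengths and promoters came from the RefSeq copy of TAIR10.1 with its later gene annotation, in which 32817 of the 33559 loci were found. The files give no coordinates, so chromosome lengths of the authors' build were not compared, and gene starts may differ from TAIR10.

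Depth could not be read as counts. In genes with 1 transcript longer than 1000 nt, low values fell on steps, and 99.3% or more of the compared genes were on them. These steps give a relative depth of 1.0 for WT replicate 1, 0.911 for WT replicate 2, 0.925 for VaERF057-OE replicate 1 and 0.932 for VaERF057-OE replicate 2. Median-ratio size factors, a measure of the scale of the FPKM values themselves, lay between 1.0005 and 1.0051.

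The main test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with an intensity trend in the empirical Bayes step, for the 17816 genes with at least 1 FPKM in at least 2 samples. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 1. All 4 samples entered the fit, without a replicate block, and a fit with the replicate number as a block was set beside it. The test was checked on simulated values with 200 genes changed by 2 on the log2 scale, where 99.4% of the changed genes were called and 1.2% of the called genes were not changed. The simulated genes were expressed well and had the typical spread of their expression level, which makes them easier than the noisier genes of the real data. The simulated change was also larger than that of most genes of Table 1, such as 1.368 for CBF1 and 1.084 for NCED3. The share of 99.4% therefore does not give the power of the test for such genes. Ratios of mean FPKM, without a pseudocount, were computed beside the test, with an SD propagated from the SD of the 2 replicates of each genotype. A count of genes at 2-fold without overlap of samples asked for a ratio of means beyond 2-fold. It also asked for no overlap of the samples of the genotypes and a mean of at least 1 FPKM in one genotype. With 2 samples against 2, the smallest exact permutation p is 0.33.

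Promoters were the 1 kb upstream of the annotated gene start, searched for GCCGCC and RCCGAC on both strands. Called genes were compared with all other tested protein-coding genes by Fisher's exact test. Lists of marker genes, written before the processed files arrived, were compared with random genes from the same of 20 expression bins by permutation tests with 100000 resamples. On 200 simulated lists of 10 genes without a change, 5.5% had a p under 0.05, and all of 200 lists shifted by 0.5 did. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used.

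The genes named in the text were the 39 genes of Table 1 and the other Arabidopsis genes named with the RNA-Seq results, the 2 closest homologues of VaERF057, and the 5 upregulated and 5 downregulated genes with the largest log2 fold change among called genes outside Table 1 whose samples did not overlap. The marker genes of the lists were added for the closing section. Alternatives to the pseudocount, the filter on low FPKM, the normalization, the trend, the block, the samples included, the fold threshold, the motif, the promoter and the gene set were fixed before the files arrived. Testing transcripts in place of genes and testing only protein-coding genes were added after the data had been seen, as were the motif sets split by direction other than the upregulated called genes, when the number of called genes under several settings was already known. The list of differentially expressed genes in Table S2, the GO terms, the qRT-PCR, the yeast one-hybrid assay and the physiological measurements were not analysed here.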

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

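The 10 called genes with the largest changes outside Table 1 were flagged because the paper does not discuss them and their samples did not overlap between VaERF057-OE and WT. Upward, the log2 fold changes were 6.909 for AT3G27865, 4.517 for AT4G39361, 4.36 for SNOR30 (AT5G51174), 3.159 for AT4G39675 and 2.303 for AT1G33055. Downward, they were −5.141 for AT1G03502, −3.315 for RTFL13 (AT3G23635), −2.797 for MAF5, −2.384 for AT1G50040 and −2.294 for AT3G19680. The adjusted p-values from limma ranged from 1.8e-05 for AT3G27865 to 0.0314 for AT1G33055.

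Of these 10 genes, AT3G27865, AT4G39361, SNOR30 and AT1G03502 are small nucleolar RNAs of 92 to 120 nt. Among tested genes with exons in the reference, 0.412% are shorter than 300 nt, against 5 of the 43 called genes (11.6%, odds ratio 34, Fisher's exact test, p = 8.84e-07). A candidate explanation is the length normalization of very short transcripts, for which few fragments make large FPKM. The prediction, written before its result was seen, was that genes under 300 nt vary more between the WT samples than longer genes of the same FPKM. Their median absolute log2 difference was 4.16 times as large. The changes of the short loci therefore cannot be told apart from this explanation. A median of 0.623 on the log2 scale between the WT samples is still smaller than the changes of these loci, which went from no FPKM to 14.94 or more, or from 24.63 or more to none.

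For the called genes together, the other technical explanations were tested as follows. Across the 17703 tested genes with exons in the reference, log2 fold change had a Spearman rho of 0.0115 with the GC content of the exons and of −0.06 with exon length, where genes are not independent replicates. The mean depth of the VaERF057-OE samples was 0.972 of that of the WT samples. None of these 3 predictions for a technical cause was met. The correlations run over all these genes, so they cannot exclude a bias that acts on the 43 called genes alone, such as on the short loci above. The 4 samples can be split into 2 and 2 in 3 ways, and the real split, with 43 called genes, was the only 1 of the 3 with as many. The others gave 1 and 0 genes. In the count of genes at 2-fold without a test, the real split gave 344 genes and the others 111 and 158. The real split had the most genes in both counts, but with 3 splits its share cannot go below 0.33 whatever the data, so the number of splits leaves an accidental grouping of the samples untested. The predictions on the splits and on depth were written after those results had been seen. Among the protein-coding genes, RTFL13 had 8.961 and 8.943 FPKM in the WT replicates and none in VaERF057-OE. MAF5 lies near MAF4, which was also called downregulated, so their changes may not be separate. Sequencing batches, mislabelled samples and sequence variants in the transgenic lines could not be tested with these files, so the 6 protein-coding changes remain a hypothesis about VaERF057 overexpression.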

How the results depend on the processing

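The choices below were fixed before the processed files arrived, except where a sentence says otherwise. The number of called genes depended strongly on the processing. The main fit called 18 upregulated and 25 downregulated genes. A pseudocount of 0.1, a filter of 5 FPKM, median-ratio size factors, quantile normalization and the replicate block kept both counts within 1.5 times, and the replicate block gave 21 and 21 genes. Without a filter on low FPKM, 2 and 1 genes were called, as many low genes entered the estimate of the spread and the correction. Without the trend, 5 and 5 genes were called, since one variance prior was then shared by genes of all expression levels. With the adjusted p alone and no fold threshold, the counts were 32 and 47. Testing transcripts in place of genes, chosen after seeing the data, gave 2 and 2. Testing only protein-coding genes, also chosen after seeing the data, gave 24 and 25.

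Of the 39 genes of Table 1, 5 passed the threshold in the main fit, 7 with the replicate block, 3 after quantile normalization, 0 without a filter, 0 without the trend, and 9 among protein-coding genes only, the last chosen after seeing the data. Genes past 2-fold in the ratio of means, without overlap of the samples, numbered 217 up and 127 down. With 1 FPKM added to each mean they numbered 96 and 59, and with a mean of at least 5 FPKM in one genotype 82 and 59, because many of these genes had low FPKM. The ratio within each replicate number as a block gave 234 and 131, and 38 of the 39 genes of Table 1.

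Across the 4 fits that each left out one replicate, upregulated genes ranged from 0 to 191, downregulated genes from 0 to 67, and Table 1 genes past the threshold from 0 to 34. A group of 1 sample gives no spread, so the fit then rests on the spread of the other pair. The WT replicates were further apart than the VaERF057-OE replicates, and the high counts came without a WT replicate. Genes at 2-fold without overlap of samples ranged from 271 to 393 up and from 195 to 263 down, since fewer samples have to be separated. Table 1 genes past 2-fold ranged from 25 to 37. PR1 changed sign among these fits, with log2 fold changes from −2.261 without WT replicate 2 to 0.2007 without WT replicate 1.

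The GCC-box odds ratio of 0.878 crossed 1 under 4 of the alternatives fixed before the files arrived. It was 1.81 with AGCCGCC, 1.19 in 500 bp, 1.14 for the genes at 2-fold and 1.51 for the 39 genes of Table 1, and no alternative reached a p under 0.05. Among sets added after seeing the data, the genes at 2-fold down gave 1.42. With 3 called genes carrying the motif, its direction is not determined. The DRE odds ratio of 1.89 stayed above 1 under the alternatives fixed before the files arrived, and 1 kb upstream of the start codon, which takes in the 5′ UTR, gave 2.18 (Fisher's exact test, p = 0.0227). Of the sets added after seeing the data, the genes at 2-fold up gave 1.46 (Fisher's exact test, p = 0.0246) and the genes at 2-fold down gave 0.936. Among the called genes the order was the opposite, with 1.62 for upregulated and 2.08 for downregulated genes. The 2-fold sets are larger than the called genes, and the difference between them was not tested.

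For single genes, 252 fold changes of Table 1 genes moved by less than their SD and 21 by more. Of the other log2 fold changes of named genes, 469 stayed on the same side of the threshold, 48 newly passed it and 38 no longer did. The filter of 5 FPKM gives no other value for the fold change of a single gene, and the count model was not run because no file holds counts. Depth limits the lowest genes most, such as PCO2 in WT replicate 2.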

Differences from the paper's values

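The paper reports 140 differentially expressed genes, and 43 were called here. For upregulated genes the paper's number is 89 against 18 here, and for downregulated genes it is 51 against 25. Of the alternatives to the test fixed before the files arrived, leaving out WT replicate 1 gave 113 genes in all, 74 upregulated and 39 downregulated, each within 1.5 times of the paper's number. For downregulated genes alone, leaving out WT replicate 2 gave 67 and the adjusted p without a fold threshold gave 47. All other alternatives, and both alternatives added after seeing the data, stayed more than 1.5 times away. Among the counts without a test, a mean of at least 5 FPKM gave 141 genes (82 up and 59 down), and 1 FPKM added to each mean gave 155 genes (96 up and 59 down). In all, 15 settings of the test and 9 of the count without a test were run.

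The paper reports 24 differentially expressed genes with a GCC-box and 54 with a DRE core motif in the 1 kb promoter. Here, 3 and 14 of the 38 called protein-coding genes had GCCGCC and RCCGAC. As shares of the paper's 140 genes its counts are 17.1% and 38.6%, against 7.89% and 36.8% here. The paper's text gives no sequence for the core motif, so the DRE shares may rest on unlike motifs. With the shorter CCGAC, 17 of the 38 genes (44.7%) had a match, against 39.1% of the other genes (odds ratio 1.26, Fisher's exact test, p = 0.508). With the 281 protein-coding genes at 2-fold without overlap of samples as the set, 28 genes had a GCC-box and 78 had a DRE. These counts were within 1.5 times of the paper's numbers. The set is larger than the paper's 140 genes, and its shares of 9.96% and 27.8% were below the paper's 17.1% and 38.6%. The other alternatives fixed before the files arrived did not come within 1.5 times of the paper's counts. The 174 genes at 2-fold up, a set chosen after seeing the values, had 54 genes with a DRE and 15 with a GCC-box.

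Fold changes of the 39 genes of Table 1 had the direction of the paper in all 39, and 32 were within 10% of the paper's value. In 1 gene, SUS1 with 2.39 against the paper's 2.08, the difference was larger than the SD, and 2 genes were more than 1.5 times apart, PCO2 with 16.27 against the paper's 8.05 and PHI-1 with −11.79 against the paper's −7.12, both within their SD. The paper lists all 39 genes as significantly changed, whereas 34 of them were not past the threshold of limma here.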

Other observations

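Before the processed files arrived, lists of marker genes were written for touch and wounding, hypoxia, the circadian clock, CBF targets, antioxidant enzymes, ethylene and salicylic acid. Each list was compared with random genes of similar FPKM by a permutation test, and 12 lists and sublists were tested in all.

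Touch and wounding genes differed between the genotypes and between the WT samples. The median log2 fold change of the 14 tested genes was 1.51, with a permutation p of 1e-05, the smallest possible (adjusted 3e-05 over 12 lists). Of the 14 genes, 13 were higher in VaERF057-OE. TCH4 was the exception, with a log2 fold change of −1.239, and those of TCH2 and TCH3 were small, 0.01383 and 0.2242. All 14 were also higher in WT replicate 2 than in WT replicate 1, with a median absolute log2 ratio of 1.02. This is more than 0.5 of the absolute difference between the genotypes, 1.51, which was the prediction for a difference in handling or harvest between samples. That prediction was written after Table 1 values in the WT samples had been seen. In the VaERF057-OE samples the median absolute ratio was 0.19. A candidate explanation for part of the difference in these genes is therefore handling or harvest, and the data cannot separate it from an effect of VaERF057. TCH4 goes against 1 handling effect behind both differences. It had 103.5 and 204.6 FPKM in WT replicates 1 and 2, but 66.38 and 56.23 FPKM in the VaERF057-OE replicates. The list overlaps Table 1, and the 5 tested genes outside Table 1 had a median log2 fold change of 0.311 and a WT ratio of 1.06. The 24 upregulated genes of Table 1 without a hypoxia assignment showed the same pattern, as 22 of them were higher in WT replicate 2 and the median log2 ratio was 0.871.

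Time of day at harvest was tested with 8 clock genes other than BBX29. Their median absolute log2 fold change of 0.243 was larger than that of random genes, 0.0969 (permutation p = 0.0154, adjusted 0.0185 over 12 lists). PRR9 and PRR5 were higher and ELF4 was lower in VaERF057-OE. A difference in harvest time may therefore have added to the changes, and an effect of VaERF057 on these genes remains possible as well. The WT samples differed little in these genes, with a median absolute ratio of 0.0687.

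Hypoxia genes behaved otherwise. The median log2 fold change of the 10 tested genes was 1.11 (permutation p = 1e-05, the smallest possible, adjusted 3e-05). In 9 of the 10, every VaERF057-OE sample was above every WT sample, and 5 were called. SUS1, GLB1, LBD41, PCO1 and PCO2 are also in Table 1, whose genes were chosen for their change in these same samples. The list was not tested without them. Outside Table 1, the ratios of mean FPKM were 2.242 for ADH1, 23.28 for AT4G33070 (0.133 FPKM in WT), 2.903 for ACO1, 1.459 for AT3G10040 and 0.9818 for AtERF73/HRE1. ADH1, outside Table 1, rose from 5.904 and 5.875 FPKM to 13.85 and 12.55 FPKM. The median absolute ratio between the WT samples was 0.217, under 0.5 of the difference between the genotypes. The prediction for handling or harvest, written after the WT values had been seen, was therefore not met. It compares the WT samples only, so it cannot show a difference in handling or harvest between the genotypes. WT replicate 2 was above WT replicate 1 in 2 of the 10 genes. For the 8 upregulated hypoxia genes of Table 1, the median absolute WT ratio was 0.421 (permutation p = 0.00039, adjusted 0.00078). A candidate explanation is an effect of VaERF057, whose closest homologue is AtERF71/HRE2, on hypoxia genes. It remains a hypothesis, since differences in oxygen supply, handling or harvest time between the genotypes were not tested in these genes. Against the spread within genotypes, limma called 5 of the 10 genes, with adjusted p-values from 0.0278 to 0.0314. Exchanging samples, 2 against 2, cannot test an accidental grouping of the samples.

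If the higher CBF expression acted on its targets before any cold, the targets would be higher in VaERF057-OE. The full list of 10 targets had a median log2 fold change of 0.173 (permutation p = 0.00101, adjusted 0.00242 over 12 lists), with 7 of 10 higher and 5 of 10 higher in every VaERF057-OE sample than in every WT sample. The prediction left out AtGolS3, which is in Table 1. For the 9 other targets the median was 0.0364 (permutation p = 0.238, adjusted 0.357), with 6 of 9 higher, so the predicted shift of the median was not seen. In size, the changes of the 9 targets were larger than those of random genes, with a median absolute log2 fold change of 0.26 against 0.0776 (permutation p = 0.00129, adjusted 0.00221). COR15A, LTI78, KIN2 and ERD10 were higher in every VaERF057-OE sample, with ratios of mean FPKM of 1.514, 1.405, 1.222 and 1.339, and none was called by limma. The other 5 targets overlapped between the genotypes. Between the 2 WT samples, however, the same 9 targets had a median absolute log2 ratio of 0.383 (permutation p = 1e-05, adjusted 2.4e-05). That is larger than the 0.26 between the genotypes, so these tests do not settle whether CBF activity differed. All 10 targets were higher in WT replicate 2 than in WT replicate 1.

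Superoxide dismutase and catalase genes did not shift as a list under normal conditions. Their median log2 fold change was −0.0374 (permutation p = 0.894, adjusted 0.974 over 12 lists). Single genes differed in direction. CSD1, CSD2, CSD3 and CAT2 were higher in every VaERF057-OE sample than in every WT sample, with ratios of mean FPKM of 1.177, 1.437, 1.053 and 1.172, and adjusted p-values from limma of 0.14, 0.152, 0.673 and 0.222. MSD1 and CAT3 were lower in every VaERF057-OE sample, with ratios of 0.9781 and 0.9281. The paper reports no difference in the enzyme activities under normal conditions.

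The ethylene list had no common direction, with a median log2 fold change of −0.106 in 10 tested genes (permutation p = 0.974, adjusted 0.974). Its median absolute log2 fold change of 0.428 was larger than that of random genes, 0.1 (permutation p = 4e-05, adjusted 9.6e-05). ACO1 (AT2G19590), ETR2 and ERS2 were higher in every VaERF057-OE sample, with ratios of 2.903, 2.193 and 1.303, and 4 genes were lower in every VaERF057-OE sample. None was called by limma. ACO1 is in the hypoxia list as well. The 9 salicylic acid genes had a median log2 fold change of 0.127 (permutation p = 0.0289, adjusted 0.0495), with 6 of 9 higher, and a median absolute log2 fold change of 0.149 (permutation p = 0.198, adjusted 0.216). NIMIN1, WRKY70 and PAD4 were higher in every VaERF057-OE sample, of which NIMIN1 and WRKY70 are in Table 1. Between the WT samples, the salicylic acid genes had a median log2 ratio of 0.129, about as large as their change between the genotypes. No explanation was tested for either list.

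The GC content of the promoters had been listed as an explanation for motifs in the called genes. No excess of the GCC-box was there to explain, since 7.89% of the called genes and 8.9% of the other genes had one, and the promoters of the called genes had a lower median GC content (29.5% against 33.0%). Random genes with the same promoter GC content carried a GCC-box in 1.99 of 38 genes on average, against 3 called genes (permutation p = 0.318), and this comparison is not informative about the explanation. For the DRE, 8.03 genes were expected against 14 called genes (permutation p = 0.0187), a test for which no prediction was written.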
